A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Expression of human RECQL5 in Saccharomyces cerevisiae causes transcription defects and transcription-associated genome instability" (2024).

How the data were processed

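Total RNA from *S. cerevisiae* W303-1A cultures in exponential growth was measured on Affymetrix Yeast Genome expression arrays, which carry 1 sample each. Cells grew in minimal medium lacking uracil with 2% glucose. The WT group is 1 array of cells with the empty pCM189 plasmid, and the RECQL5 group is 3 arrays of cells expressing human RECQL5 from a tet promoter. The submitters describe the arrays of a group as biological replicates, and group and replicate number were taken from the sample titles. The number of arrays, above all the single WT array, limits the precision.

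The authors deposited log2 values, 1 per probe set and array, made from the scanner intensities by RMA (background correction, quantile normalization between arrays and a median polish over the probes of a probe set). The submitters' processing notes name RMA and limma, with versions not given in the sources used here. The study also states that the WT array was standardized with published arrays of other cultures, and how this was done is not given in the sources used here. Whether the deposited WT values come before or after that step is not known here. The values are therefore taken as relative log2 levels, and how far WT and RECQL5 can be compared depends on this open point. The medians over all probe sets were 6.93 on the WT array and 7.14, 7.08 and 7.01 on the RECQL5 arrays.

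The deposited table holds 10928 probe sets. A probe table paired 5498 of them with 1 *S. cerevisiae* gene and 1 with several genes, 1746 were named for genes outside the *S. cerevisiae* table (the array design also covers fission yeast), and 3683 were not listed, 213 of which were control probe sets. Gene names came from the R64 gene table through the gene identifiers, which also gave gene lengths and the order of neighbouring genes. These lengths are called coding lengths below. They were a multiple of 3 for 96.4% of tested genes, so for the others they are not the coding sequence alone and may include introns. No coordinates are printed because the array values name no genome build. GC content was not analysed here, so 4 tests of gene properties were run and not the 6 that were planned. The 5449 genes were each represented by the probe set with the highest mean over the 4 arrays, which mattered for 47 genes with more than 1 probe set. Probe sets whose names mark them as shared between genes stood for 74 of the tested genes.

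Genes with a mean over the 4 arrays of at least log2(600), 9.23, were tested, which left 4128 genes. The number was taken from the study, which describes its filter level as the median of meiotic genes that are not expressed. The meiotic list used here had medians of 83.2 to 119 on the linear scale, so the level may not correspond to the study's. RECQL5 was compared with WT in limma (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the tested genes. The fit has 2 residual degrees of freedom, all from the RECQL5 arrays, and the lone WT array is assumed to vary like them. Genes were called at an adjusted p of at most 0.1 and a change of at least 1.5-fold, the thresholds the study gives with its gene counts. One section of its methods gives the same thresholds, and another names a stricter p. Values after ± are standard errors (SE) of the fit or, where marked, standard deviations (SD) over the 3 RECQL5 arrays.

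In all, 52 gene lists written from textbook knowledge before the data were examined were tested with camera of limma at its preset correlation of 0.01 (two-sided, adjusted over the 52 lists, called at an adjusted p of at most 0.1). Camera with a correlation estimated from the data was run beside it. Coding length and level of called genes were compared with the tested genes not called by two-sided permutation tests of the difference of medians (100000 resamples, 4 tests, Benjamini-Hochberg adjusted). Genes are not independent replicates, so these p values describe the gene set only. Named genes were chosen by a rule set before the data were examined. It takes the 10 largest rises and falls among called genes with all 3 RECQL5 arrays on the same side of WT, up to 4 called members of each list with the largest change (or up to 2 tested members where none was called), and *SGS1*, *HRQ1*, *SRS2*, *RAD52*, *DST1*, *URA3*, *STE2*, *MFA1*, *STE3* and *ACT1*. A further fixed name is not reported here. Members outside this rule that complete a short count are marked as chosen after their values were seen.

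The procedure was tested on 10 simulated data sets of 4128 genes with 200 changed genes. It called 40.6% of genes changed 1.5-fold, 93.9% of those changed 2-fold and 98.9% of those changed 4-fold, with a median of 2.5 and at most 8 unchanged genes called. Camera called 3 of 1000 simulated lists without a change. Genes were simulated independently of each other, and the WT array was given the spread of the RECQL5 arrays. These rates therefore say nothing about lists of correlated genes or about a WT array that stands apart. The permutation test of medians gave a p under 0.05 in 7.5% of 40 simulated null tests, and in 4.7% of 1000 further ones. Alternatives covered the level filter, the normalization (cyclic loess, quantile, median centring), the variance model, the thresholds, shared probe sets, each RECQL5 array left out, and the set test and background. R 4.3.3, limma 3.58.1 and matplotlib 3.10.9 were used.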

Results

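The data are 4 expression arrays of *S. cerevisiae* W303-1A, a laboratory strain of mating type a, grown to exponential phase in glucose medium without uracil. One array measured cells with the empty pCM189 plasmid (WT) and 3 arrays measured cells that express human RECQL5, a RecQ family DNA helicase that binds RNA polymerase II and has no yeast ortholog, from a tet promoter (RECQL5 1, 2 and 3). The values are RMA log2 levels. The comparison asks how expression of the human helicase alters transcript levels across the genome. RECQL5 itself was not analysed here.

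Transcripts for making ribosomes rose in RECQL5 cells, and transcripts of the stress response, of protein folding in the endoplasmic reticulum and of lysine synthesis fell. As lists, these groups were called by camera with its preset correlation, and with an estimated correlation none of them was. Fry, a set test that does not compare a list with other genes, called them as well. Of 4128 tested genes, 396 rose and 322 fell (17.4% in all). The largest rise was that of *GAS2* (YLR343W), a glucanosyltransferase gene known from spore wall assembly, at 7.49-fold (log2 change 2.91 ± 0.25 SE). The largest fall was that of *HSP26* (YBR072W), a small heat shock protein gene, whose WT level was 6.72-fold that of RECQL5 (-2.75 ± 0.26). The calls come from limma with Benjamini-Hochberg adjustment, with 3 RECQL5 arrays and 1 WT array. WT has no replicate, so these tests set the distance of 1 array from the RECQL5 group against the spread among RECQL5 cultures, and a trait of that single culture would be called as well.

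**Figure D1:**
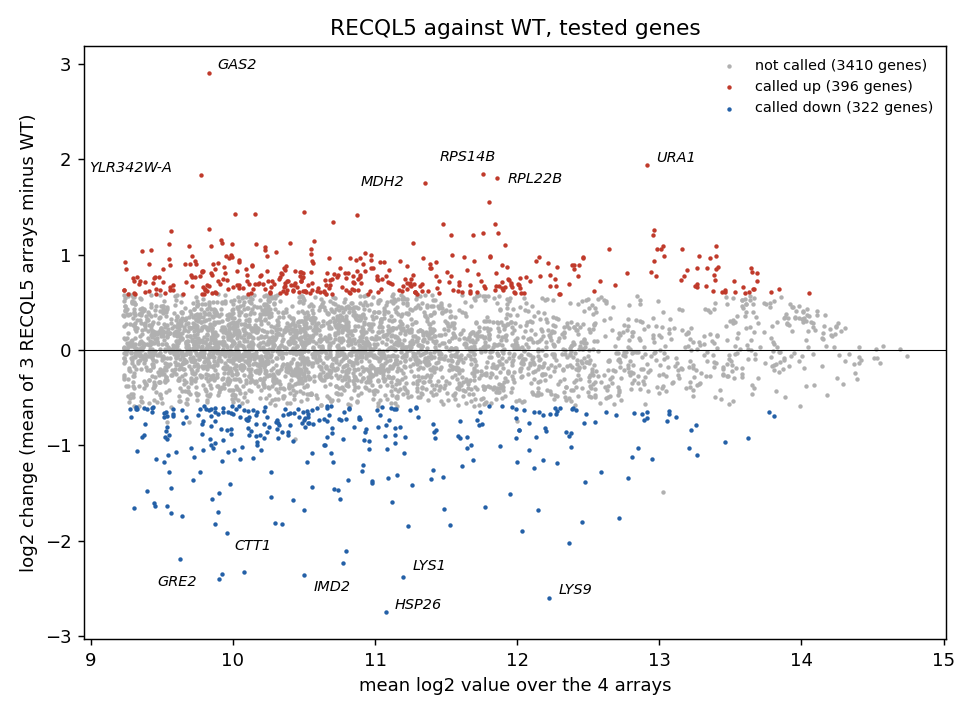
Log2 change (mean of 3 RECQL5 arrays minus the WT array) against the mean log2 value over the 4 arrays for the 4128 tested genes, 1 point per gene, with the 396 genes called up in red, the 322 called down in blue and the others in grey. *GAS2* lies highest at 2.91 and *HSP26* lowest at -2.75.

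The 3 RECQL5 arrays resembled each other far more than they resembled WT. Across tested genes, Pearson's r between RECQL5 arrays lay between 0.989 and 0.996 and that between WT and a RECQL5 array between 0.917 and 0.931. The SD of the log2 differences was 0.11 to 0.18 within RECQL5 and 0.46 to 0.50 against WT. All 3 RECQL5 arrays lay on the same side of WT for 86.1% of tested genes, where chance gives 50%. The median change over tested genes was 0.02.

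After *GAS2*, the largest rises were those of *URA1* (YKL216W), the dihydroorotate dehydrogenase gene of pyrimidine synthesis (1.94 ± 0.06, adjusted p = 0.00035, limma), the ribosomal protein genes *RPS14B* (YJL191W, 1.85 ± 0.06) and *RPL22B* (YFL034C-A, 1.81 ± 0.17), and the uncharacterized gene YLR342W-A (1.83 ± 0.07). *MDH2* (YOL126C), the cytosolic malate dehydrogenase gene, rose by 1.76 ± 0.06 and *PHO3*, an acid phosphatase gene, by 1.55 ± 0.08. *YKL068W-A* (1.45), the mRNA cleavage factor gene *RNA14* (1.43) and the aspartyl protease gene *MKC7* (1.43) complete the 10 largest rises on the probe sets used. *GAS2* read 7.65 on the WT array, below the level filter of 9.23, and 10.56 ± 0.34 (SD, n = 3) in RECQL5, so its size rests on a low WT value. YLR342W-A (8.40), *RNA14* (8.95) and *MKC7* (9.09) also read below the filter level on the WT array, as did *FAF1*, *DHR2*, *RRN3*, *HIS6*, *RMI1*, *NSE5*, *OGG1*, *MCM6* and *PAP2* among the called genes named further on. These genes were not tested where the filter was applied to the WT array or to every array.

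Among the genes that fell, *HSP26* was followed by the saccharopine dehydrogenase genes of lysine synthesis *LYS9* (YNR050C, -2.60 ± 0.19) and *LYS1* (YIR034C, -2.38 ± 0.08). *GRE2* (YOL151W), a stress-induced reductase gene, changed by -2.40 ± 0.18 (adjusted p = 0.0009, limma). *IMD2* (-2.36 ± 0.11), an IMP dehydrogenase gene, was read by a probe set shared with other genes, and its value is uncertain for that reason. *URA10*, the minor orotate phosphoribosyltransferase gene, changed by -2.34 ± 0.28. The 10 largest falls also held YML131W (-2.32), YMR090W (-2.24), the methyltransferase gene *TMT1* (-2.19) and *SIL1* (-2.10), which encodes a nucleotide exchange factor of the endoplasmic reticulum chaperone Kar2. *GRE2*, *URA10*, *TMT1* and, among called genes named further on, *FLR1*, *SOL4*, *ATR1*, *MET3*, *DAL80* and *SNZ1* read below the filter level on at least 1 RECQL5 array and were not tested where the filter was applied to every array.

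**Figure D2:**
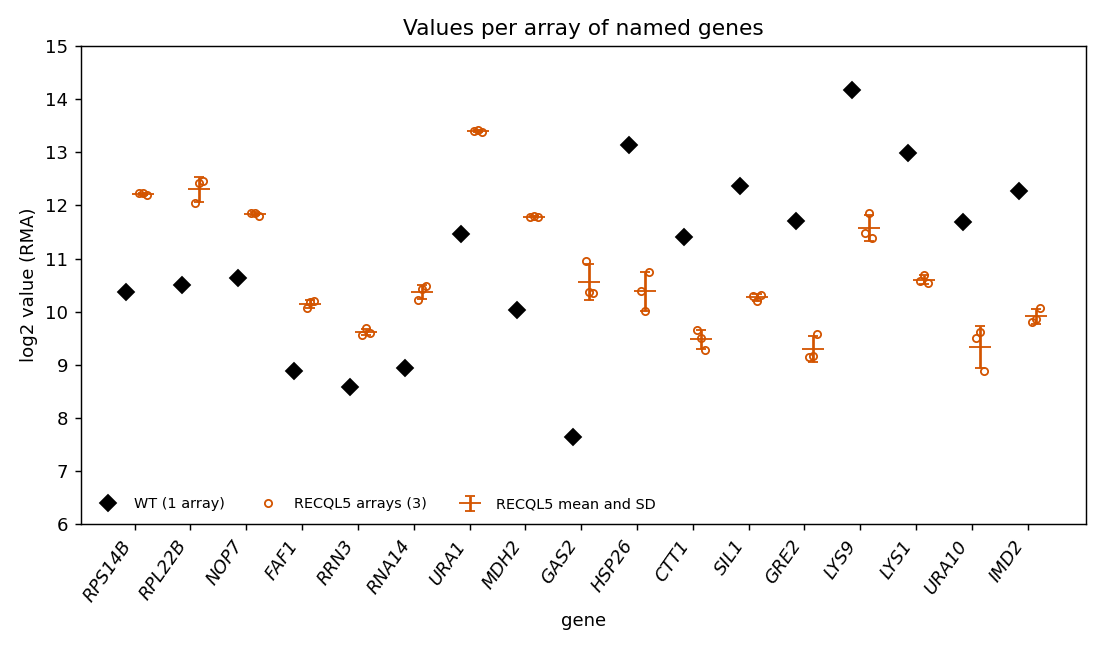
Log2 RMA values of 17 named genes on each array, with the WT array as a black diamond, the 3 RECQL5 arrays as open circles, and the RECQL5 mean and SD as a bar. The WT value lies outside the 3 RECQL5 values for each gene shown, from *RPS14B* (10.37 in WT against a mean of 12.22) to *IMD2* (12.27 against 9.91).

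Genes of ribosome assembly rose as a group. In the list for the 60S subunit, 47 of 66 tested members rose and 0 fell (median change 0.69), with *NOP7* (1.21), *REA1* (1.06), *NOP12* (0.98) and *SDA1* (0.93) leading. In the list for the 40S subunit, 41 of 70 rose and 0 fell (median 0.62), led by *FAF1* (1.27), *UTP20* (1.23), *DHR2* (1.15) and *UTP22* (1.02). Cytosolic ribosomal protein genes rose in 49 of 127 cases, and all 127 were higher than WT (median 0.49). On the probe sets used, their 4 largest rises were those of *RPS14B*, *RPL22B*, *RPS28B* (1.32) and *RPS7B* (1.26). *RPL18B* was represented by a shared probe set that rose by 0.37, while its other probe set, not marked as shared, rose by 1.66. The count and the median of this list also rest on the probe sets used. RNA polymerase I and III genes rose in 13 of 28 cases (median 0.58), among them the initiation factor gene *RRN3* (1.04) and the subunit genes *RPA43*, *RPA190* (0.97 each) and *RPC82* (0.91). By camera with the preset correlation the adjusted p was 5.0e-21 for ribosomal proteins, 5.7e-16 for the 60S list, 3.4e-15 for the 40S list and 1.6e-06 for the polymerases. With an estimated correlation, none of these 4 lists was called (adjusted p = 0.54 for each). The study named ribosome biogenesis from these samples, so the direction of those lists is not independent evidence.

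Translation genes other than the ribosome's own moved less. Aminoacyl-tRNA synthetase genes were called up as a list (median 0.25, 4 of 20 rose), through YHR020W (0.80), *MES1* (0.75), *GLN4* (0.67) and *WRS1* (0.62). The initiation and elongation list was called up with a median of 0.29 while 1 of 33 members, *GCD1* (0.72), passed the gene threshold. The adjusted p was 0.00117 and 0.000124 with the preset correlation and 0.54 for both with an estimated correlation. Mitochondrial ribosomal protein genes were not called as a list (median -0.01, adjusted p = 0.59, camera) and 0 of 66 were called. The largest changes in that list were 0.54 for *RSM26* and -0.49 for *MRP8*, neither past 1.5-fold.

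Stress genes fell. In the environmental stress response list, 27 of 40 tested members fell and 0 rose (median -0.75, camera adjusted p = 5.7e-11), with *HSP26*, the catalase gene *CTT1* (-1.92), *SOL4* (-1.66) and the Hsp70 gene *SSA4* (-1.57) lowest. In the oxidative stress list, 10 of 25 fell, among them *CTT1*, the transporter genes *ATR1* (-1.74) and *FLR1* (-1.63) and the glutathione synthesis gene *GSH1* (-1.39), and 1 rose (*GRX6*, 0.69, chosen after its value was seen). Genes of the unfolded protein response and of folding in the endoplasmic reticulum fell in 12 of 24 cases (median -0.71), among them *SIL1*, the thiol oxidase gene *ERO1* (-1.80) and the protein disulfide isomerase family genes *MPD1* (-1.56) and *EUG1* (-1.20), and 2 rose (*MNL1*, 0.77, and *MNL2*, 0.80, chosen after their values were seen). The adjusted p for both lists was 1.6e-06 by camera with the preset correlation. Hsf1 chaperone genes gave a smaller median (-0.12, adjusted p = 0.0429), with *SSA4*, *HSP78* (-1.27), *HSP42* (-0.78) and *SSA1* (-0.66, chosen after its value was seen) lower and *BTN2* (0.77) higher. Proteasome genes were lower than WT in 34 of 35 cases (median -0.34, adjusted p = 1.8e-07), though *PRE3* (-0.68) alone passed 1.5-fold. With an estimated correlation the adjusted p of each of these 5 lists was 0.54.

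Among amino acid synthesis genes, those for lysine fell the most. In the lysine list, 8 of 9 tested genes fell (median -1.33, WT 2.51-fold the RECQL5 level), *LYS9*, *LYS1*, *LYS20* (-2.02) and *LYS12* (-1.34) the most. Sulfate assimilation and methionine genes fell in 4 of 19 cases (median -0.39), namely *MET17* (-1.19), *MET16* (-1.05), *MET5* (-0.70) and *MET3* (-0.62, under 1.5-fold without RECQL5 replicate 2). The list of genes under Gcn4, the activator of amino acid synthesis genes, had 14 of 47 members lower and 0 higher by the test (median -0.40), and its 4 largest falls were the lysine genes. Arginine genes *ARG1* (-0.96) and *ARG4* (-0.83) fell, 2 of 14 in their list. The adjusted p with the preset correlation was 2.3e-05 for lysine, 0.000226 for methionine, 5.5e-08 for the Gcn4 list and 0.039 for arginine, and 0.54 for each with an estimated correlation. Leucine, isoleucine and valine genes (median -0.07, adjusted p = 0.80, camera) and aromatic amino acid genes (median -0.19, adjusted p = 0.237) were not called, and 0 of the 12 members tested in each list passed the gene threshold. The histidine list (3 of 7 fell, *HIS3*, *HIS5* and *HIS4*, and *HIS6* rose by 0.99) and the serine, glycine and threonine list (6 of 18 fell, led by *SER3* at -0.80 and *GCV1* at -0.77) were called down with the preset correlation (adjusted p = 0.0872 and 0.0702), and both calls were lost after cyclic loess normalization. With an estimated correlation neither was called (adjusted p = 0.54 for both), and the histidine call was also lost without RECQL5 replicate 1, without replicate 3 and after a trend with coding length was subtracted, an alternative chosen after seeing the data. The study named amino acid metabolism from these samples, so these directions are not independent evidence.

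Nucleotide synthesis genes went both ways. *URA1*, *URA4* (0.87), *URA7* (0.76) and *URA3* (0.62) rose while *URA10* fell, and the pyrimidine list of 11 genes was called up (median 0.38, camera adjusted p = 0.0807, and adjusted p = 0.63 with an estimated correlation). That call was lost without RECQL5 replicate 1, without replicate 2 and after the trend with coding length was subtracted. The labels name pCM189, which carries *URA3* as its marker, and cells grew without uracil, which selects for that marker. The study's text names a different empty vector for its tet constructs. By the labels the *URA3* signal would include a plasmid copy, so its rise cannot be assigned to the chromosomal gene. How much of the signal comes from the plasmid is not settled here. The change of *URA3* on its tested probe set slipped under 1.5-fold after cyclic loess and without replicate 1. Control probe sets for its 3' part, 5' part and middle, which are outside the tested genes, rose by 0.75, 0.70 and 0.70. In purine synthesis 6 of 21 genes fell, among them *IMD2*, *ADE17* (-1.28), *ADE1* (-1.05) and *ADE12* (-0.90), and 1 rose (*PRS1*, 0.66, chosen after its value was seen). The purine list was called down (adjusted p = 0.0954, camera, and 0.67 with an estimated correlation), a call that was lost after cyclic loess, after median centring, without shared probe sets and without RECQL5 replicate 1.

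Some DNA replication and recombination genes rose. Replication genes rose in 8 of 37 cases (median 0.36, camera adjusted p = 2.9e-05), with *RNH203* (0.83), *RAD27* (0.79), *PSF1* (0.72) and *MCM6* (0.72) leading. Homologous recombination genes rose in 4 of 19 cases (median 0.25, adjusted p = 0.0231), namely *RMI1* (1.11), a partner of the RecQ helicase Sgs1, *NSE5* (0.91), *EXO1* (0.87) and *RDH54* (0.83), of which *RMI1* (9.16) and *NSE5* (9.18) read just below the filter level in WT. The list of genes known to respond to DNA damage was called down instead (median -0.24, adjusted p = 0.0566, 5 of 21 fell), through *DDR2* (-1.24), *DDR48* (-1.14), *RAD2* (-0.94), *UBI4* (-0.74) and *MAG1* (-0.69). *DDR2*, *DDR48* and *UBI4* are also known as general stress genes, and the call was lost with no filter on level. With an estimated correlation the adjusted p of these 3 lists was 0.54. Other repair and checkpoint genes were not called as a list (median 0.26, adjusted p = 0.238). In that list *REV1* (0.88), *OGG1* (0.70) and *RAD3* (0.69, chosen after its value was seen) rose, and *RAD2* and *MAG1* fell. The study named DNA damage response genes from these samples, so these directions are not independent evidence. The yeast RecQ helicase genes *SGS1* (0.56 ± 0.08, adjusted p = 0.00343, limma) and *HRQ1* (0.37 ± 0.08, adjusted p = 0.0137) and the helicase gene *SRS2* (0.58 ± 0.08, adjusted p = 0.00267) stayed under 1.5-fold, and *RAD52* differed by -0.16 ± 0.11 (adjusted p = 0.266).

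Cell cycle lists were also called up. Genes peaking in G2/M and M/G1 rose in 9 of 27 cases (median 0.40, camera adjusted p = 0.0566), with *SGO1* (0.96), *CDC5* (0.86), *KIN3* (0.78) and *CLB1* (0.75) leading. G1/S genes rose in 2 of 13 cases, *RAD27* and the cyclin gene *CLN3* (0.70), with a median of 0.35 (adjusted p = 0.039), and that list lost its call after the trend with coding length was subtracted. The adjusted p with an estimated correlation was 0.54 for both. Histone genes were not called (median -0.05, adjusted p = 0.536, camera) and 0 of 10 were called.

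Among genes of the RNA polymerase II machinery, some factors of 3' end formation changed. *RNA14* and *HRP1* (1.32) rose, as did *NRD1* (0.83) and *SEN1* (0.82), both of the pathway that terminates short noncoding transcripts. *CLP1* (-0.67, chosen after its value was seen) fell, which makes 5 of 26 tested members. That list as a whole was not called (median 0.12, adjusted p = 0.149, camera). The nuclear exosome list was called up (median 0.27, adjusted p = 0.00653, 4 of 22 rose), through *NRD1*, *MTR4* (0.71), *PAP2* (0.68) and *RRP6* (0.61), the last of which slipped under 1.5-fold after cyclic loess. RNA polymerase II subunit genes were called up as a list (median 0.23, adjusted p = 0.0448) with 1 of 12, *RPB8* (0.62), past the gene threshold. With an estimated correlation the adjusted p was 0.54 for the exosome and 0.67 for the polymerase II list. Elongation and mRNA export genes were not called (median 0.06, adjusted p = 0.356), although *ELP2* (0.75) and *ELP3* (0.63, under 1.5-fold after cyclic loess) rose. *DST1*, which encodes the elongation factor TFIIS, differed by -0.12 ± 0.06 (adjusted p = 0.153, limma).

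Some genes of central carbon metabolism fell. In glycolysis and fermentation 4 of 21 genes fell, the minor or stress-linked isoenzyme genes *ADH5* (-1.67), *PYK2* (-1.54), *GLK1* (-1.38) and *TDH1* (-0.65), with a list median of -0.17. In the tricarboxylic acid cycle list (median -0.31) *PYC1* (-0.93) and *LSC2* (-0.78) fell and *MDH2* rose. Both lists had an adjusted p of 0.00805 by camera and of 0.54 with an estimated correlation, and *TDH1* slipped under 1.5-fold without RECQL5 replicate 3. Control probe sets for *TDH1* changed by -0.65 (3' part), -1.14 (5' part) and -1.59 (middle), and a shared one for the middle by -0.13. Respiratory chain genes had a median of -0.09 with 0 of 34 called. The list call (adjusted p = 0.0712, and 0.67 with an estimated correlation) was lost after cyclic loess, without RECQL5 replicate 3 and after the trend with coding length was subtracted. The nitrogen catabolite repression list (median -0.18, adjusted p = 0.0872, and 0.54 with an estimated correlation), with *UGA1* (-0.86) and *DAL80* (-0.60) down and *MEP3* (0.69) up, lost its call without shared probe sets, with no filter on level, after cyclic loess and without RECQL5 replicate 1 or 2. *DAL80* itself slipped under 1.5-fold without replicate 1 and without replicate 2.

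**Figure D3:**
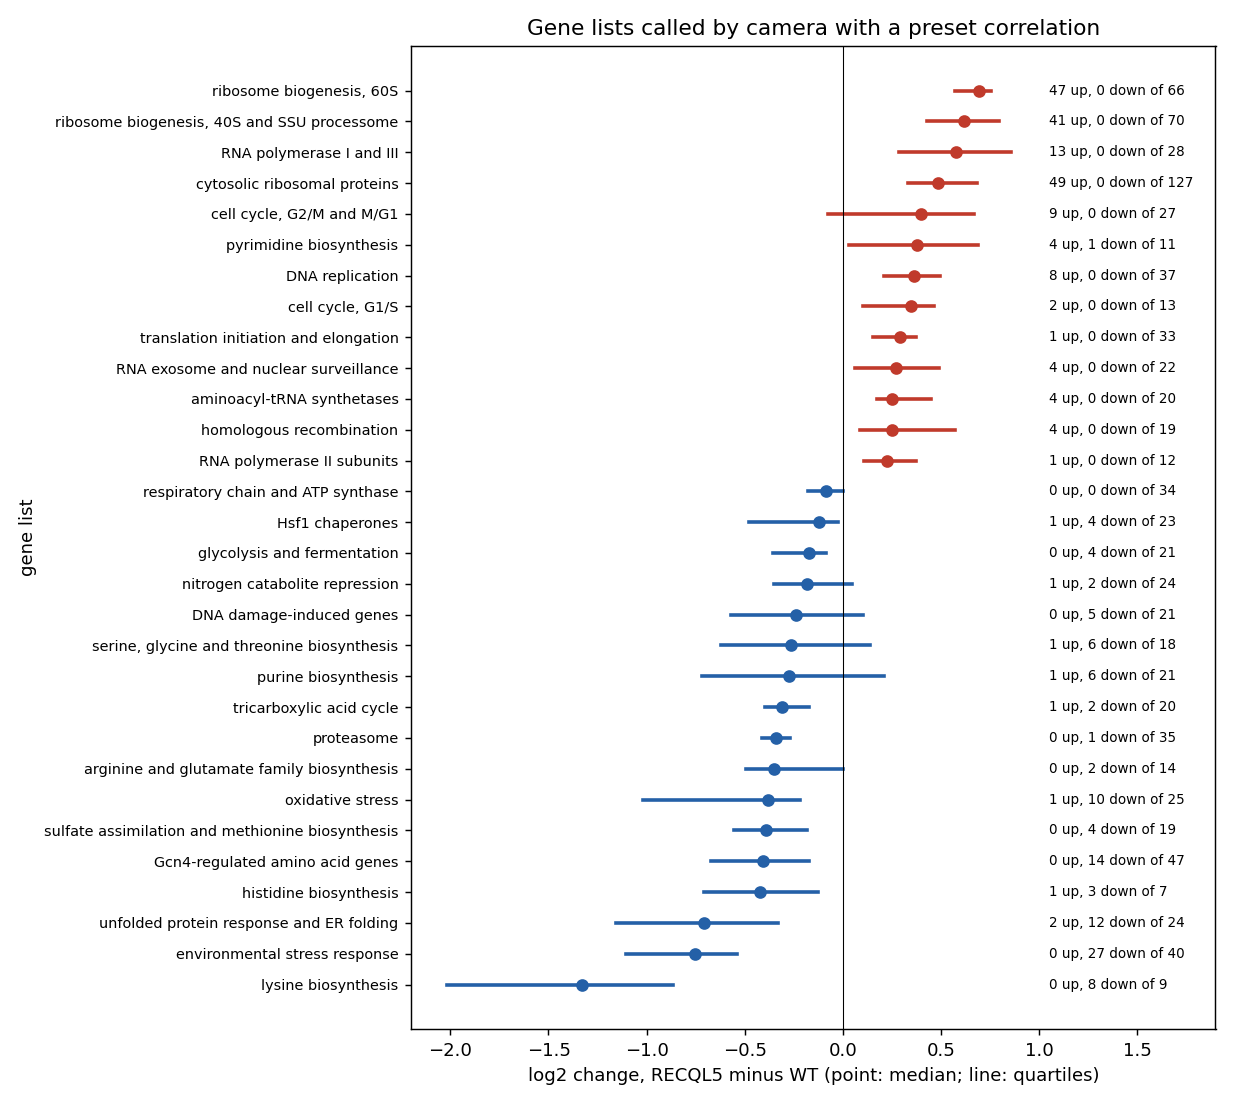
Median log2 change (point) and quartiles (line) of the tested members of the 30 lists called by camera with the preset correlation, red for lists called up and blue for lists called down, with the number of members called up and down at the right. Medians run from -1.33 for lysine biosynthesis to 0.69 for 60S ribosome biogenesis.

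Of the 52 lists, 13 were called up and 17 down with the preset correlation of 0.01. With a correlation estimated from the data 0 lists were called, where the lowest adjusted p was 0.54 and the lowest unadjusted p 0.0508. That test has 2 degrees of freedom, so it can call little at this number of arrays. For 51 lists the counts of called members adjusted over the list alone were equal to those adjusted over all tested genes. In the list of folding genes, adjusted over the list alone, 13 members fell in place of 12. The median, mean and test differed in sign for 2 lists, leucine, isoleucine and valine biosynthesis and the a-specific genes, neither of them called.

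The strain is of mating type a. The a-specific receptor gene *STE2* read 12.70 in WT and 12.84 ± 0.11 (SD, n = 3) in RECQL5, and the alpha-specific *STE3* read 7.11 and 6.71 ± 0.11, below the level filter. The a-factor gene *MFA1* fell by 0.63 on the log2 scale (adjusted p = 0.0221, limma), and slipped under 1.5-fold without RECQL5 replicate 3. *ACT1* differed by -0.17 ± 0.06 (adjusted p = 0.0608). The list of common reference genes was not called (median -0.06, adjusted p = 0.424, camera). The 56 meiotic genes, not expected in haploid mitotic cells, had array medians of 6.38 in WT and 6.90, 6.77 and 6.62 in RECQL5, which is 83.2 to 119 on the linear scale and under the filter level of 600. The 1746 probe sets for genes outside the *S. cerevisiae* table had medians of 3.21 to 3.22.

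The called genes differed from the others in length and in WT level, properties that the study had compared with the genome. Genes that rose had a median coding length of 1431 bp, against 1248 bp among tested genes not called, a difference of 183 bp (permutation p = 0.00247, adjusted 0.00329, two-sided). Genes that fell had a median of 1098 bp, a difference of -150 bp (permutation p = 0.0137, adjusted 0.0137). Against other genes of like WT level, the latter difference was -64.5 bp and did not pass (permutation p = 0.286). Over all tested genes the change rose with coding length (Spearman's rho = 0.16 across genes), from a median of -0.05 under 500 bp to 0.20 over 4000 bp, and between pairs of RECQL5 arrays rho lay between -0.04 and 0.03. On the same arrays the difference between 5' and 3' control probe sets fell for 7 of 8 yeast control transcripts and rose for 3 of 4 spiked-in bacterial ones.

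Genes that fell had a WT level 0.59 higher than other genes on the log2 scale, and genes that rose a WT level 0.50 lower (permutation p = 1e-05 for each, the smallest that the resamples can give, adjusted 2e-05). The WT array enters both the level and the change, however. With the level taken as the mean over the 4 arrays, an alternative chosen after seeing the data, genes that fell lay at -0.18 from the others (permutation p = 0.058) and genes that rose at 0.08 (permutation p = 0.292). The signs were thus turned and neither difference passed.

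**Figure D4:**
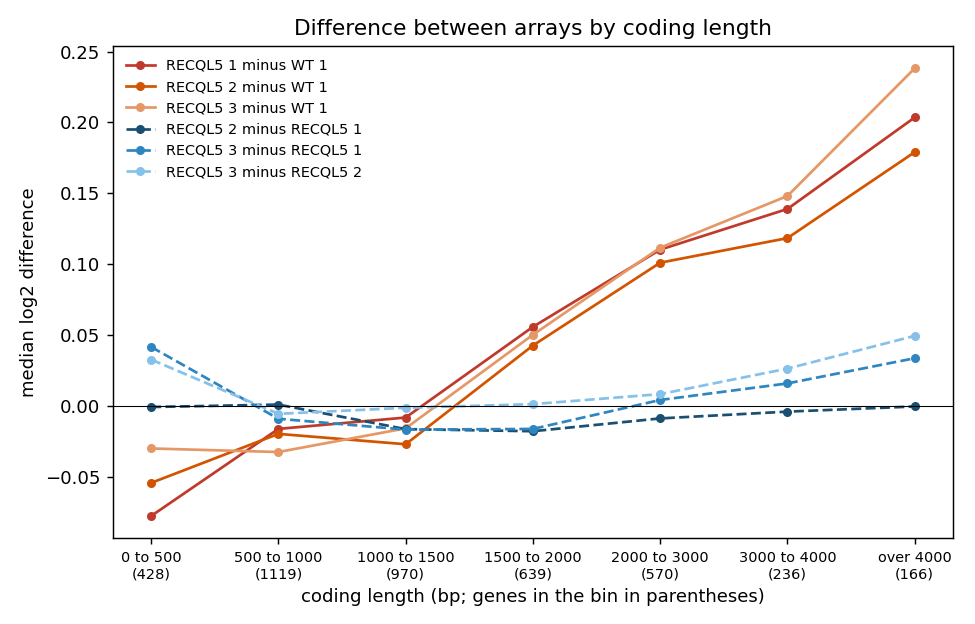
Median log2 difference between 2 arrays in bins of coding length, with RECQL5 arrays minus WT as solid lines and pairs of RECQL5 arrays as dashed lines. Over 4000 bp (166 genes) the 3 differences from WT reach 0.20, 0.18 and 0.24, and those between RECQL5 arrays lie between 0.00 and 0.05.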

Values the study reported

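The study reported 56 genes with higher and 89 genes with lower expression in RECQL5-expressing cells, at a linear change of at least 1.5-fold and a false discovery rate of at most 0.1. In the study, genes with higher expression exceeded the typical yeast gene in length by over 1 kb. Of the 56 upregulated genes, 17 were assigned to a ribosome biogenesis term and 13 to an rRNA metabolism term, and 30 of the 89 downregulated genes to amino acid metabolism. The control array was compared with published data with a Pearson correlation of 0.914.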

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

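The chance and control transcript tests and the comment on the single WT culture were chosen after the results were seen. The other tests in this part were written down before their own results were seen. The values that follow lie outside the tested genes, and are given because some probe sets of each kind were higher on the RECQL5 arrays than on the WT array.

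The largest rise among control probe sets was that of a reporter probe set whose sequence is not identified here, at 1.88 on the log2 scale, and a second probe set for the same sequence rose by 1.64. These are the 2 reporter and vector probe sets that were at least 1.5-fold higher on all 3 RECQL5 arrays. For the 25S rRNA, 1 of 8 probe sets was at least 1.5-fold higher on all 3 RECQL5 arrays, and all 8 were higher (median 0.38), while the 18S rRNA had a median of -0.03. For the bacterial spike-in RNAs, 1 of 36 probe sets was at least 1.5-fold higher on all 3, with median differences from WT of 0.46 on RECQL5 1, 0.03 on RECQL5 2 and 0.40 on RECQL5 3. The 27 probe sets of the hybridisation controls differed from WT by medians of 0.21, 0.06 and 0.27 on the same arrays, so RECQL5 2 was lowest in both families. Among 140 probe sets above the level filter that are not in the probe table, the same limma test called 4 up and 16 down.

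The first pattern is the number of genes called, 718. When each of the 4 arrays in turn was taken as the lone array, 1 of the 4 choices, WT itself, gave as many, and the highest of the other choices gave 0 (limma, with 5, 1 and 42 genes at an unadjusted p under 0.05 for RECQL5 1, 2 and 3), but with 4 choices no share under 0.05 can be had, and the WT array widens the spread in those other fits. With WT left out, RECQL5 3 against RECQL5 1 and 2 gave 28 genes (487 at an unadjusted p under 0.05) and the other choices 0 (157 and 46), and WT against 2 RECQL5 arrays gave 698 to 740. Spread between cultures of the size seen among RECQL5 cultures is argued against, since the highest SD of a RECQL5 array against the other 2 was 0.16 and the lowest for WT against 2 RECQL5 arrays was 0.46. What stays open is a difference of the WT array that is larger than that spread and has no link to RECQL5, including its separate standardization.

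The second pattern is the rise of ribosome biogenesis genes with the fall of stress response genes. A shift that depends on expression level alone is argued against. The 60S list had a median of 0.69 while 10000 random lists matched on level reached at most 0.25. The 40S (0.62 against 0.25) and stress lists (-0.75 against -0.28) lay outside theirs as well. Lists matched on level cannot test an effect of the normalization on particular genes, such as one from standardizing the WT array, which stays open. A trend with gene length is argued against too, since the lists kept at least 95.4% of their medians after it was subtracted. The state of the single WT culture, such as its growth phase or medium, cannot be told apart from an effect of RECQL5, because there is 1 WT culture. These 2 groups of genes are known to move in opposite directions with growth rate and stress, so a WT culture that was growing more slowly when harvested is a candidate explanation, beside an effect of RECQL5, which stays untested.

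The third pattern is the higher level of longer genes in RECQL5. Unequal length of the listed gene groups, as the only source of the trend, is argued against, since rho was 0.21 over the 2974 tested genes outside all lists. Only list members were left out, so groups of unequal length among the genes outside the lists stay open. A trend with expression level is argued against, since rho was 0.16 after that trend was subtracted. More signal from the 5' parts of transcripts on the RECQL5 arrays stays open. The median change of the 5' minus 3' difference was -0.11 over 8 yeast control transcripts and 0.13 over 4 spiked-in ones. Of the 8, *SRB4*, at 2064 bp the longest, was the 1 that rose (0.32). Its 5' probe set read 5.78 in WT and a mean of 6.36 in RECQL5. Those values lie below the meiotic list medians of 6.38 in WT and 6.62 to 6.90 in RECQL5, so that rise is uncertain. An effect of RECQL5 on long genes stays open as well and was not tested.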

How the results depend on the processing

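Leaving out a RECQL5 array gave 392 to 409 genes up and 303 to 331 down. Level filters, normalizations, variance models and shared probe sets left both counts within 1.5 times of 396 and 322, and 647 of the 718 genes kept their call after cyclic loess. Which direction had more calls did change, with falls in the majority when the filter was on the WT array and after cyclic loess. The surplus of rises thus depends on these choices. A filter on the WT array alone drops genes low in WT and keeps genes low in RECQL5, so part of its turn is built in. With the filter on every array, rises stayed in the majority. The thresholds moved the counts: 1428 up and 1206 down with no fold minimum, 47 and 100 at 2-fold, and 94 and 108 when limma's treat tested against 1.5-fold. By their construction these alternatives ask for less or more than 1.5-fold. None of the 156 named gene entries reversed under the alternatives that tested them; 141 were tested with the filter on the WT array and 133 with it on every array.

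With an estimated correlation 0 lists were called up and 0 down, a test with 2 degrees of freedom. Fry, which does not compare a list with other genes, called 20 lists up and 15 down, 26 of them shared with camera in the same direction. Amino acid permeases were called up by fry although their median change was -0.0726 (the cause was not tested). Leaving out a RECQL5 array gave 12 to 13 lists up and 14 to 16 down. Subtracting the trend with coding length, chosen after seeing the data, gave 11 up and 15 down.

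The level comparison also changed sign. Against all genes on the array, genes that rose had a WT level 0.0732 higher (permutation p = 0.462), since the background then holds genes under the filter. With the mean over the 4 arrays as the level, chosen after seeing the data, the differences were 0.0836 for genes that rose and -0.179 for genes that fell. The RECQL5 arrays enter both that mean and the change, so this turn of sign is partly built in. Against genes of like WT level the length of genes that fell differed by -64.5 bp (the cause was not tested).

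No paired analysis was possible because WT and RECQL5 share a single replicate number. GC content was not analysed here. Tested genes had array medians near 10.7, above the 6.38 to 6.90 of the meiotic list. Signal over background limits genes with low WT values, such as *GAS2* at 7.65, which lies within the range of that list.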

Other observations

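The test of neighbouring genes was prompted by a pair seen in the values and written down before its own result was seen.

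Cell wall genes rose individually without a call for their list (median 0.03, adjusted p = 0.375, camera). *UTR2* (1.06), *CWP1* (0.97), the kinase gene *SLT2* (0.94), *CHS3* (0.72) and *CHS1* (0.68, chosen after its value was seen) were 5 of 31 tested members. Sterol genes *ERG3* (0.92), *ERG8* (0.62) and *HMG1* (0.59) rose, 3 of 24, again without a list call (median 0.11, adjusted p = 0.321), and *HMG1* slipped under 1.5-fold after median centring and without RECQL5 replicate 1, as did *ERG8* without replicate 3. In the vitamin list *SNZ3* (-0.97), *BIO2* (-0.92), *THI20* (-0.81), *SNZ1* (-0.80) and *SNO3* (-0.63, the last 2 chosen after their values were seen) fell and *PHO3* rose, 6 of 10, and the list was not called (median -0.41, adjusted p = 0.183). *SNZ3* was read by a probe set marked as shared between genes, so its value is uncertain. The iron transport gene *FET3* (0.96) rose and *MRS4* (-0.76) fell in a list that was not called (median 0.00, adjusted p = 0.694).

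*GAS2* and YLR342W-A, both among the 5 largest rises, are neighbours on 1 strand in the R64 gene table, downstream of *FKS1*, whose own change was 0.13 ± 0.07 (adjusted p = 0.168, limma; chosen after its value was seen). Transcription that reads through from a strong upstream gene was tested over all such neighbours as a hypothesis. Genes whose upstream neighbour within 1000 bp lay on the same strand and was in the upper quartile of WT level (432 genes) had a median change of 0.05, against 0.04 for 393 genes with such a neighbour on the opposite strand. The difference was 0.0048 (permutation within level groups, p = 0.897, two-sided), so a general rise of downstream genes was not seen at this resolution. Single loci may still be affected, and these probe sets do not cover the sequence between genes.

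The number of genes called here was 396 up and 322 down. Both are higher than the values quoted from the study above, which rest on a WT reference that is not known to be the one used here. Genes that rose were 183 bp longer than tested genes that were not called. That is less than the difference quoted from the study above, which concerns fewer genes and was set against the genome.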
